A study of Mus musculus with 11 samples.

How the data were processed

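Capture Hi-C was performed on dissected mouse embryo tissue at embryonic day 9.5. In this assay crosslinked chromatin is cut with a restriction enzyme (DpnII, per the labels), religated, sheared and enriched with oligonucleotide baits for one genomic region, so that each sequenced read pair reports a contact between a pair of loci in that region. The series holds 11 libraries in 4 groups: 3 of wild-type forelimb, 3 of wild-type forebrain, 3 of wild-type midhindbrain boundary, and 2 of forelimb from mutants that carry an inserted stop cassette. Groups were taken from the sample titles, tissues and genotypes. The position of the cassette is not given in the labels.

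The files used here held 1 map per group rather than 1 map per library. Per the labels, which list the name of the map for each library, the authors merged the replicates of a group, and the map names record HiCUP, a mapping quality of 30 and bins of 10 kb. Tool versions, the balancing program and the genome build are not stated in the labels or in the files, and coordinates are given here as the files give them. Each group had a raw and a balanced map. The deposited raw maps hold contact counts per pair of bins, as whole numbers, with empty bin pairs left out, and these were read as 0. The deposited balanced maps hold a Knight-Ruiz (KR) contact signal. It was checked that, in each map, the balanced signal equals the raw count divided by 1 factor per bin, and that the 420 bins of a map all have the same summed signal. Balancing therefore removed any difference in capture, mappability or restriction site density that acts on a whole bin. It also forces equal coverage on all bins, so a real gain or loss of contacts by an entire bin would be removed with it. KR factors ranged from 0.128 to 1.78 over the 4 maps.

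Because the replicates were merged before the maps were deposited, no replicate spread could be measured, no SD between replicates is given, and all intervals cover counting error only. Read pairs are not independent molecules if duplicates remain. Every test compares the reads of 2 merged maps, not the conditions. The titles of the wild-type forelimb libraries carry another strain tag (CD1) than the strain field, which names the same cross for all 11 libraries. Their library numbers are also well below those of the other 8. Library series thus separates the wild-type forelimb map from the other 3 maps. Strain may do so too, but the labels conflict on this.

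The following was computed from the files with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. Contact decay was the slope of log10 mean KR signal against log10 distance from 30 kb to 1 Mb. Map similarity was the Pearson correlation of KR signal within each distance stratum, averaged over the strata from 30 kb to 1 Mb with the number of bin pairs as weight. The counting SD came from 100 Poisson resamplings of the raw counts (20 for viewpoint profiles) with the KR factors held, and the 95% interval is the value plus and minus the corresponding normal multiple of that SD. As a reference for counting noise, all maps were thinned to the depth of the shallowest map (counts from 30 kb to 1 Mb), split at random into 2 equal parts, and correlated within and between maps over 20 draws. The correlation between parts of different maps was divided by the square root of the product of the correlations within each of them. This correction was chosen after seeing the data.

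Differential contacts were tested with a two-sided exact binomial test (the smaller tail doubled) on the raw counts of each bin pair in 2 maps. The share expected under no difference was set by the distance stratum and the KR factors of both maps. Bin pairs from 30 kb to 1 Mb apart with at least 20 counts over both maps were tested, p-values were adjusted by Benjamini-Hochberg, and a bin pair was called at an adjusted p under 0.05 and at least a 2-fold difference. Log2 ratios used a prior count of 0.5. edgeR was not used, since merged maps leave no replicates from which to estimate a dispersion. The insulation score at each bin edge was the log2 of the mean KR signal in a 200 kb square across that edge over its mean in the map. A boundary was the lowest score within 50 kb each way that lay at least 0.2 (log2) below the lower of the highest scores within 200 kb on its sides. Boundaries within 20 kb were counted as shared. Viewpoint profiles were compared by taking each bin as a viewpoint and correlating log2(observed/expected KR signal + 1) between maps over the bins 30 kb to 1 Mb away. For domain contacts, domains were the intervals between neighbouring boundaries of the wild-type forelimb map. The share of the raw contacts at 30 kb or more of a domain that stayed inside it was compared with two-sided Fisher's exact tests, adjusted over 24 tests, with Wilson 95% intervals.

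The tests of bin pairs and the boundary calls were tested on simulated data, for bin pairs with the real KR factors, decay and depth. Decay slopes, similarity, viewpoint profiles and domain shares were not tested in this way. With 200 changed bin pairs among 35319 tested in the simulated forelimb comparison, 93% of 4-fold changes were recovered, with 3 false calls. Of 2-fold changes, 32.5% passed both thresholds among 35323 bin pairs tested, and 51.5% passed the adjusted p alone. Simulated maps without changes gave 0 calls in each of the 4 comparisons, as did the random parts of each real map. Both hold counting error alone, as the test assumes, so this outcome does not bound false calls between real maps. The variance in the real comparisons was 1.31 to 1.59 times counting error, so the recovery and false calls in simulations may not carry over. All 4 boundaries planted as 2-fold steps in contact in a simulated map of 420 bins were found. Weaker boundaries were not simulated.

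The bin pairs named in the text were fixed by rule. Called bin pairs that touch and share a direction were joined, and the largest clusters in each direction (the stronger first among equals) were named by their strongest bin pair, up to 3 per direction for the stop-cassette comparison and up to 2 for the others. The bins named as viewpoints are the 3 with the lowest correlation between the forelimb maps. These rules, the tests of the report and its alternatives were written before the data were examined, except where stated. Smaller settings, such as the prior count and the pseudocount of 1 for viewpoints, were set in the scripts, and the tests of explanations in the closing section came later. A planned analysis with the En1 promoter as viewpoint was replaced by domain contacts, as laid down beforehand for this case, because no build is named for the maps and gene positions from an annotation could not be placed on them. Genes at the named bins are not reported here for the same reason.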

Results

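Chromatin contacts were measured by capture Hi-C across a region of mouse chromosome 1 (positions 120200001 to 124400000 in the coordinates of the files, whose genome build is not stated) in forelimb, forebrain and midhindbrain boundary of embryonic day 9.5. The series title links the long non-coding RNA Maenli to limb malformations that depend on the gene En1. The comparisons ask whether the folding of the region differs between limb and brain tissue, and whether a stop cassette inserted in mutant embryos alters it in the forelimb. Each of the 4 groups was represented by 1 map of 420 bins of 10 kb. The wild-type maps each merged 3 libraries and the stop-cassette map merged 2, so no value below has a replicate error. Intervals describe counting error alone.

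The raw maps held 8823849 contacts for wild-type forelimb, 9489482 for wild-type forebrain, 9523316 for wild-type midhindbrain boundary and 7662227 for stop-cassette forelimb. Contacts between bins 30 kb to 1 Mb apart, on which most comparisons rest, numbered 4867284, 4774505, 4742912 and 3650586 in the same order. At these distances the median bin pair had 76 contacts in the wild-type forelimb map and 57 in the stop-cassette map. Between 1146 and 1552 of the 88410 bin pairs of a map had no contact. Coverage was uneven along the region: the summed contacts of a bin ranged from 3362 to 62627 in the stop-cassette map, around a median of 32283 per bin. In all 4 maps the bin with the fewest contacts began at position 123560001.

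**Figure D1:**
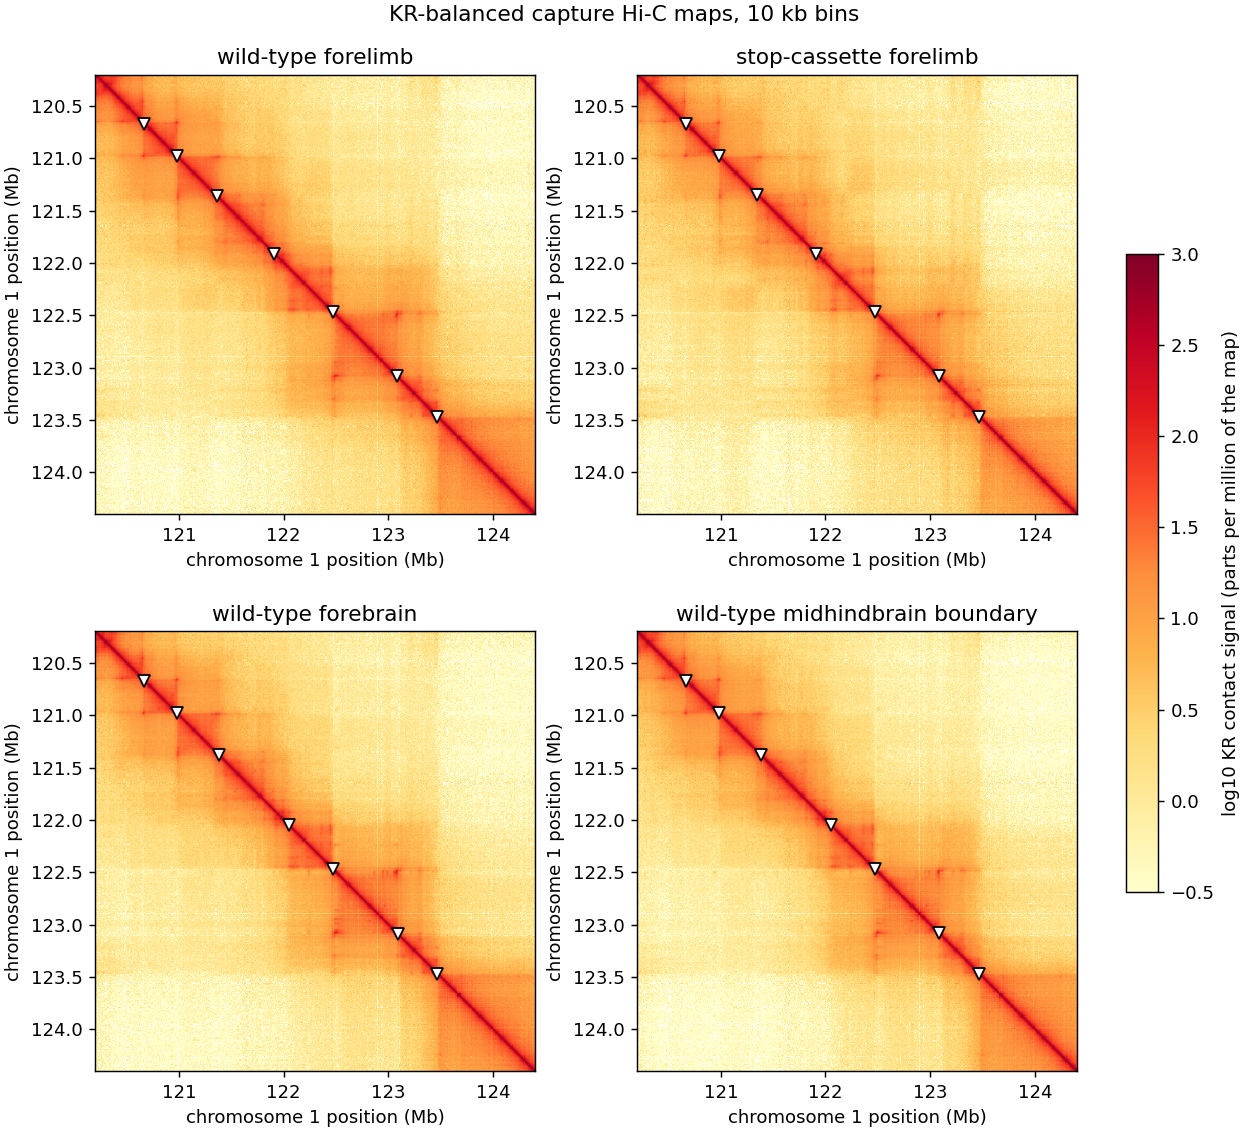
Balanced contact maps of the 4 groups, with chromosome 1 position in Mb on both axes and colour showing log10 KR signal per 1000000 of each map. White triangles mark the 7 insulation boundaries found in each map, of which the fourth lies at 121910001 in both forelimb maps and at 122050001 in both brain maps.

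Contact frequency fell with distance at nearly the same rate in the 4 maps. Between 30 kb and 1 Mb the slope of log10 KR signal on log10 distance was -0.96 (counting SD 0.00063) in wild-type forelimb, -0.97 (counting SD 0.00076) in forebrain and -0.96 (counting SD 0.00069) in midhindbrain boundary. In stop-cassette forelimb it was -0.95 (counting SD 0.00085). The 95% counting intervals of these slopes do not overlap, the shallowest being -0.948 to -0.944 in stop-cassette forelimb and the steepest -0.973 to -0.970 in forebrain. Starting at 100 kb moved the slopes most, to -1.03 in wild-type forelimb and -1.002 in stop-cassette forelimb, with the stop-cassette slope still the shallowest.

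Beyond 1 Mb the maps differed more. In the band from 1010 to 1500 kb, the stop-cassette map had 4.62 contacts per bin pair per 1000000 contacts at 30 kb or more (counting SD 0.0086). The corresponding values were 3.97 in wild-type forelimb (counting SD 0.0070), 3.79 in forebrain and 3.82 in midhindbrain boundary. From 2010 to 2500 kb the values were 1.70 in stop-cassette forelimb, 1.34 in wild-type forelimb, 1.36 in forebrain and 1.201 in midhindbrain boundary. From 110 to 300 kb the order was the opposite, with 33.4 in stop-cassette forelimb against 35.1 in wild-type forelimb. Each of these differences between the forelimb maps was many times its counting error, and whether they exceed the difference between replicate libraries cannot be assessed from merged maps.

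**Figure D2:**
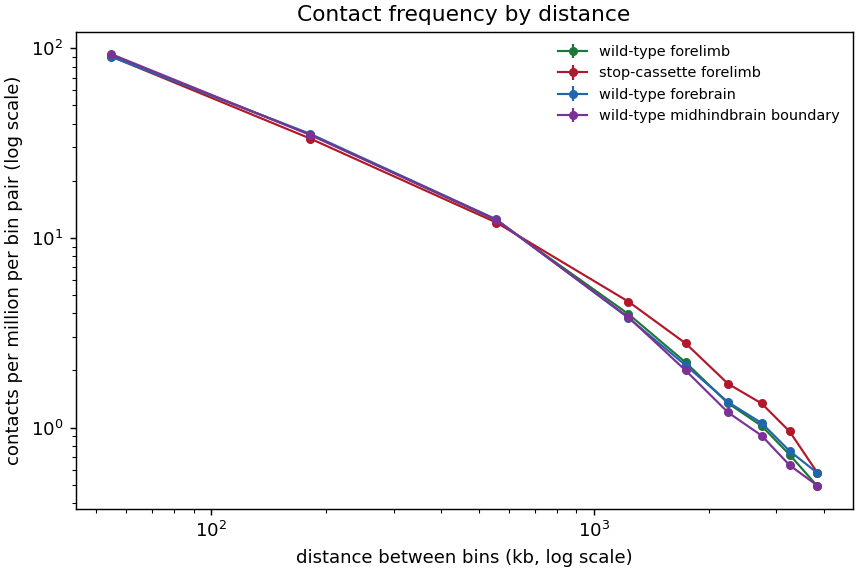
Contacts per 1000000 per bin pair (log scale, raw counts over all contacts at 30 kb or more) against the distance between bins in kb (log scale), 1 line per map, with counting SD smaller than the points. The 4 lines run together up to 1 Mb, and the stop-cassette line lies above the others between 1010 and 3500 kb.

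The correlation of the maps within distance strata was used as an overall measure of likeness. The wild-type brain maps were the most alike, at 0.918 (95% counting interval 0.915 to 0.920). The wild-type forelimb map correlated at 0.908 with forebrain (0.906 to 0.911) and at 0.903 with midhindbrain boundary (0.901 to 0.906). Stop-cassette and wild-type forelimb correlated at 0.877 (0.874 to 0.880). The stop-cassette map was least like the brain maps, at 0.848 with forebrain and 0.852 with midhindbrain boundary. Counting noise limits these values. The 2 parts of a map split at random, at 1825293 contacts each, correlated at 0.835 in wild-type forelimb, 0.845 in forebrain, 0.848 in midhindbrain boundary and 0.796 in stop-cassette forelimb. After correction for this noise, which of the alternatives moved the values most, the forelimb maps correlated at 0.968. That equals the corrected correlation of 0.968 between wild-type forelimb and midhindbrain boundary within the SD of 0.0014 over draws. The corrected correlation was 0.976 between wild-type forelimb and forebrain and 0.983 between the brain maps. Between the stop-cassette map and the brain maps it remained lower, at 0.935 for forebrain and 0.937 for midhindbrain boundary.

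**Figure D3:**
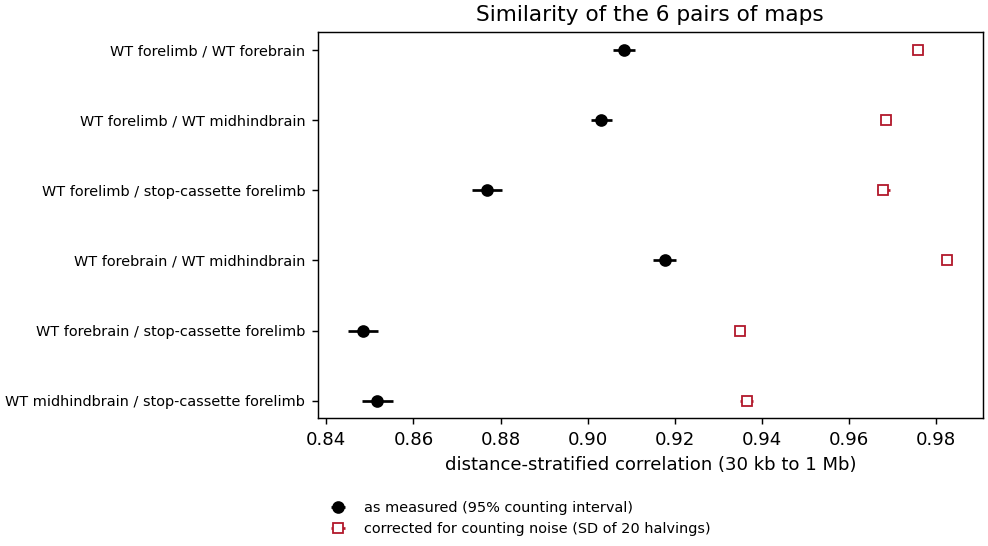
Distance-stratified correlation (x axis, no unit) for the 6 pairs of maps (y axis; WT, wild type), as measured (black, bars are 95% counting intervals) and corrected for counting noise (red squares, bars are the SD over 20 random splits). The pair of forelimb maps moves from 0.877 to 0.968, level with wild-type forelimb against midhindbrain boundary, while both pairs of stop-cassette with brain stay lowest.

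At the level of single bin pairs, few contacts differed by 2-fold or more in any of the 4 comparisons. Of 35433 bin pairs tested between stop-cassette and wild-type forelimb, 10 were called (exact binomial test, Benjamini-Hochberg adjusted p under 0.05), 7 higher and 3 lower in the stop-cassette map. Wild-type forelimb against forebrain gave 7 calls among 35409 bin pairs, 5 higher and 2 lower in forelimb. Wild-type forelimb against midhindbrain boundary gave 22 calls among 35403, 12 higher and 10 lower in forelimb. Midhindbrain boundary against forebrain gave 4 calls among 35298, 3 higher and 1 lower. These calls depended on the error model. The observed variance exceeded counting error by a factor of 1.51 in the forelimb comparison and by 1.48, 1.59 and 1.31 in the other 3, and when the variance was inflated accordingly no bin pair was called in any comparison. That factor was computed over all bin pairs tested, any real differences included, and brings the share with an unadjusted p under 0.05 close to 0.05 by construction (1759 of 35433 in the forelimb comparison). It is a stricter error model and does not test single calls. Without KR factors in the expected share, the forelimb comparison gave 91 calls, of which 9 were among the 10.

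Few called bin pairs touched, but the calls were not spread evenly over the region. Most of the higher calls in the forelimb comparison joined bins from 122780001 to 123090001 with bins from 123490001 to 123690001. Most of the lower calls of wild-type forelimb against midhindbrain boundary joined bins from 122460001 to 122770001 with bins from 123300001 to 123490001. These groups were seen after the calls were made and were not tested. In the forelimb comparison, the single cluster of more than 1 bin pair held 2, and its stronger member joined 123460001-123470000 to 123670001-123680000, 210 kb apart. It had 28 contacts in the stop-cassette map against 72 in wild type (log2 ratio -1.33, exact binomial adjusted p = 0.028). The remaining lower call joined 122180001-122190000 to 123130001-123140000, with 44 against 128 contacts (log2 ratio -1.29, exact binomial adjusted p = 0.0027). This pair was called in 6 of the 7 alternatives with 10 kb bins, and its KR signal was 28.1 in the stop-cassette map, 87.5 in wild-type forelimb, 70.3 in forebrain and 60.6 in midhindbrain boundary. The strongest higher call joined 122780001-122790000 to 123610001-123620000, 830 kb apart, with 27 contacts against 8 (log2 ratio 2.20, exact binomial adjusted p = 0.043). The next joined 121410001-121420000 to 122190001-122200000, with 46 against 13 (log2 ratio 1.94, exact binomial adjusted p = 0.014). The third joined 122940001-122950000 to 123690001-123700000, with 43 against 18 (log2 ratio 1.69, exact binomial adjusted p = 0.028). In each of the 5, the KR signal of both brain maps lay between those of the forelimb maps. For 121410001-121420000 with 122190001-122200000 it was 51.9 in stop-cassette forelimb, 17.3 in wild-type forelimb, 39.5 in forebrain and 35.0 in midhindbrain boundary. KR signals are not scaled for depth. The pairs other than that with 44 against 128 contacts were called in 3 to 5 of the 7 alternatives. All 5 lost significance with the inflated variance. The highest adjusted p over all alternatives was 0.31 for the 44 against 128 contacts and 0.50 to 0.68 for the others.

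Among the tissue comparisons, the clusters named by the rule, up to 2 per direction, were as follows. Wild-type forelimb exceeded forebrain between 123070001-123080000 and 123660001-123670000, with 37 against 11 contacts (log2 ratio 1.81, exact binomial adjusted p = 0.032), and between 122930001-122940000 and 123220001-123230000, also with 37 against 11 (log2 ratio 1.81, exact binomial adjusted p = 0.032). It was below forebrain between 121170001-121180000 and 122080001-122090000, with 18 against 49 contacts (log2 ratio -1.47, exact binomial adjusted p = 0.037), and between 122230001-122240000 and 122520001-122530000, with 44 against 93 (log2 ratio -1.05, exact binomial adjusted p = 0.024). Against midhindbrain boundary, the forelimb map was higher between 123080001-123090000 and 123850001-123860000, with 32 against 6 contacts (log2 ratio 2.33, exact binomial adjusted p = 0.011), and between 121270001-121280000 and 122250001-122260000, with 36 against 9 (log2 ratio 1.84, exact binomial adjusted p = 0.035). It was lower between 122640001-122650000 and 123360001-123370000, with 58 against 121 contacts (log2 ratio -1.09, exact binomial adjusted p = 0.0017), in a cluster of 2 bin pairs, and between 122680001-122690000 and 123490001-123500000, with 20 against 56 (log2 ratio -1.49, exact binomial adjusted p = 0.012). Midhindbrain boundary exceeded forebrain between 121210001-121220000 and 121660001-121670000, with 60 against 21 contacts (log2 ratio 1.57, exact binomial adjusted p = 0.0055), and between 122420001-122430000 and 123330001-123340000, with 82 against 35 (log2 ratio 1.15, exact binomial adjusted p = 0.030). It was below forebrain between 123310001-123320000 and 123780001-123790000, with 16 against 50 contacts (log2 ratio -1.56, exact binomial adjusted p = 0.035). None of these passed with the inflated variance.

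The insulation score located 7 boundaries in each map. At 120670001, 120980001, 122470001 and 123470001 the boundary fell on the same bin edge in all 4 maps, and the one near 123080001 lay within 10 kb in all 4. The strongest was at 122470001, where the score was -1.05 in wild-type forelimb (counting SD 0.0058), -0.94 in stop-cassette forelimb (counting SD 0.0075), -0.94 in forebrain and -0.99 in midhindbrain boundary. At 120980001 the score was -0.71 in wild-type forelimb, -0.52 in stop-cassette forelimb, -0.65 in forebrain and -0.56 in midhindbrain boundary. The difference of 0.20 between the forelimb maps was their largest over the 381 positions scored. Wild-type forelimb and forebrain differed by up to 0.22, at 122500001. The third boundary lay at 121360001 in wild-type forelimb, 121350001 in stop-cassette forelimb and 121380001 in both brain maps, so that the stop-cassette position, 30 kb from that of the brain maps, was shared with wild-type forelimb alone. All 7 boundaries of the stop-cassette map were shared with wild-type forelimb, and all 7 of midhindbrain boundary with forebrain. Wild-type forelimb shared 6 of 7 with each brain map. This pattern depended on the setting: with a 300 kb square the forelimb maps shared 6 of 7 and wild-type forelimb shared 7 of 7 with forebrain. With raw counts the forelimb maps shared 6, of 8 in stop-cassette and 9 in wild-type forelimb. With a 100 kb square, the setting that moved these counts most, between 12 and 14 boundaries were found per map.

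The boundary of wild-type forelimb that neither brain map shared was the weakest of its 7. It was called at 121910001 in both forelimb maps, with a depth of 0.20 in wild type and 0.32 in the stop-cassette map, and at 122050001 in both brain maps, with a depth of 0.27 in forebrain and 0.25 in midhindbrain boundary. The scores at these positions did not separate the tissues in the same way. At 122050001 the score was -0.31 in wild-type forelimb, against -0.35 in forebrain, -0.36 in midhindbrain boundary and -0.21 in stop-cassette forelimb. At 121910001 it was -0.27 in wild-type forelimb, -0.26 in forebrain, -0.23 in midhindbrain boundary and -0.28 in stop-cassette forelimb. When the depth required was lowered to 0.1, wild-type forelimb and both brain maps each had 9 boundaries and shared all of them. Both minima were then called in the 3 wild-type maps, while the stop-cassette map still had 7 boundaries. That split rests on the depth required. The stop-cassette map also had a shallow minimum nearby, at 122020001 with a score of -0.22. At 122050001 the score of wild-type forelimb lay between those of the stop-cassette map and the brain maps.

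**Figure D4:**
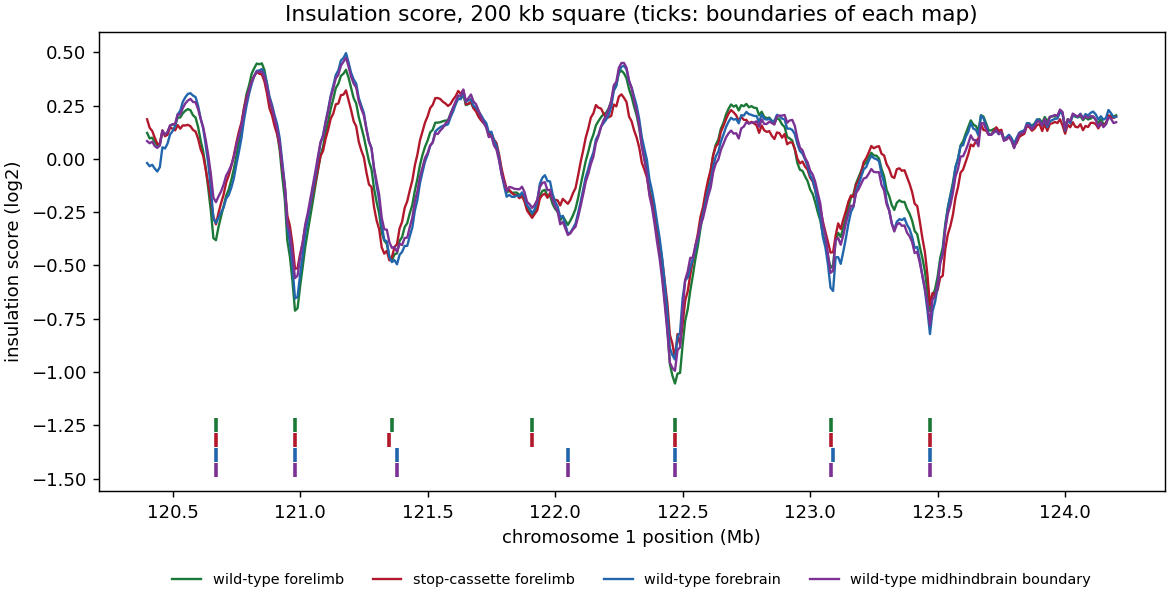
Insulation score (log2, 200 kb square) along chromosome 1 (Mb) for the 4 maps, with ticks at the boundaries of each map. The minima coincide at 122470001 and 123470001, and at 122050001 the stop-cassette line (-0.21) lies above the 3 wild-type lines (-0.31 to -0.36).

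Taking each of the 420 bins as a viewpoint, the contact profile of wild-type forelimb correlated with forebrain at a median r of 0.854 (counting SD 0.0035) and with midhindbrain boundary at 0.846. Midhindbrain boundary and forebrain correlated at a median of 0.868. The median between stop-cassette and wild-type forelimb was 0.796 (counting SD 0.0027), with the 5th to 95th percentile of bins from 0.604 to 0.936. These are correlations across bins, which are not independent replicates. Joining bins to 20 kb moved the medians most, to 0.908 between the forelimb maps and to 0.942 to 0.955 in the tissue comparisons. The bins with the lowest r between the forelimb maps were 121640001-121650000 at 0.383, 122890001-122900000 at 0.473 and 120480001-120490000 at 0.509. All of them were thinly covered, ranking 2nd, 11th and 7th from the lowest of 420 bins in contacts in both maps. All of them also had a low r in the tissue comparisons, below the 5th percentile of bins in each: from 0.412 to 0.525, from 0.571 to 0.672 and from 0.475 to 0.620. The lowest r of all viewpoints was that of 121640001-121650000 for forelimb against midhindbrain boundary (0.412) and midhindbrain boundary against forebrain (0.525), and that of 120480001-120490000 for forelimb against forebrain (0.478).

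The 6 domains between the boundaries of the wild-type forelimb map were compared by the share of their contacts at 30 kb or more that stayed inside. In the domain 122470001-123080000 this share was 44.0% in wild-type forelimb (Wilson 95% interval 43.9 to 44.1), 44.1% in forebrain, 43.2% in midhindbrain boundary and 41.0% in stop-cassette forelimb (40.9 to 41.1). In the domain 120670001-120980000 it was 31.7% in wild-type forelimb, 30.1% in both brain maps and 28.3% in stop-cassette forelimb. In the domain 120980001-121360000 it was 30.8% in wild-type forelimb, 31.7% in forebrain, 31.9% in midhindbrain boundary and 28.4% in stop-cassette forelimb. The share was lower in stop-cassette than in wild-type forelimb in 5 of the 6 domains (Fisher's exact test on contacts, each below an adjusted p of 0.05), by a median of -1.63 percentage points over the 6. The exception was 123080001-123470000, at 26.3% against 26.2% (Fisher's exact test, adjusted p = 0.45). With KR values in place of raw counts the stop-cassette share was lower in all 6 domains, by a median of -1.83 points. The whole of each share includes contacts above 1 Mb. Per contact at 30 kb or more, these were higher in stop-cassette than in wild-type forelimb by 0.28 on the log2 scale. Part of the lower shares may therefore restate that excess. No alternative left these contacts out, so how large that part is was not measured.

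Between tissues, the differences in these shares went both ways. They were smaller than between the forelimb maps in 5 of the 6 domains, and larger in 123080001-123470000, where forelimb exceeded midhindbrain boundary by 0.65 points and midhindbrain boundary differed from forebrain by -0.55 points. Wild-type forelimb against forebrain was higher in 2 domains and lower in 1 at an adjusted p under 0.05. The median difference of 0.037 points (counting SD 0.047) was not distinct from 0, and KR values moved it to -0.31. Wild-type forelimb against midhindbrain boundary was higher in 3 domains and lower in 1, with a median of 0.37 points that KR values turned to -0.024. Midhindbrain boundary against forebrain was higher in 1 domain and lower in 2, with a median of -0.031 points (counting SD 0.038), not distinct from 0. The largest tissue difference was the 1.57 points by which forelimb exceeded forebrain in 120670001-120980000, against a difference of -3.35 points between stop-cassette and wild-type forelimb in the same domain. At these contact counts the Wilson intervals are narrow, and the spread between replicate libraries, which the merged maps do not show, was not tested.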

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

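The tests in this part were chosen only after the values had been seen. Both results lie in contacts that the comparisons of bin pairs, which run from 30 kb to 1 Mb, do not use, and stand out because the stop-cassette map exceeds its wild-type control.

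Contacts within one and the same 10 kb bin made up 25.8% of the stop-cassette map against 18.9% of the wild-type forelimb map. The genotype as the sole cause is argued against by the wild-type brain maps, whose lower same-bin share was 24.7%. The wild-type forelimb map was the one that stood apart, by 5.84 percentage points from the lowest of the other 3 maps, which lay within 1.12 points of each other. This split follows the library series: the wild-type forelimb libraries have much lower library numbers than the other 8, and their titles carry another strain tag. The pattern is consistent with a difference in library preparation, such as the completeness of digestion or religation, and the labels do not say what differed. Library series and a possible difference of strain cannot be separated here. No biological explanation other than the genotype was tested.

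Contacts above 1 Mb made up 7.38% of the stop-cassette map, against 6.85% in wild-type forelimb, 6.07% in forebrain and 5.72% in midhindbrain boundary. Counted per contact at 30 kb or more, the stop-cassette map was higher than wild-type forelimb by 0.28 on the log2 scale. A library series effect of the kind seen for same-bin contacts would raise the brain maps too. The higher of these, at 6.07%, was below wild-type forelimb. Same-bin contacts, more frequent in the brain maps, lower that share. Per contact at 30 kb or more, wild-type forelimb was still above forebrain by 0.037 and above midhindbrain boundary by 0.099 (log2). Forebrain exceeded wild-type forelimb from 2010 kb on. Above 3510 kb they had 0.576 and 0.492 contacts per 1000000 per bin pair. There midhindbrain boundary had 0.494 and stop-cassette forelimb 0.578. A series effect on the longest contacts stays open. Uniform random ligation, which adds the same amount to all bin pairs, would leave the excess level or growing with distance. The excess over wild-type forelimb fell instead, from 0.65 contacts per 1000000 per bin pair at 1010 to 1500 kb (counting SD 0.011) to 0.087 above 3510 kb (counting SD 0.0097). Random ligation in proportion to the coverage of each bin was not tested and stays open. The excess is in raw counts, and the longest contacts join only the ends of the region. Also open are a difference between the stop-cassette libraries and all others, and the mutation itself. The stop-cassette libraries have other library numbers, and 2 rather than 3 were merged. These were not tested, because the merged maps hold a single stop-cassette map.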

How the results depend on the processing

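No paired analysis was possible because the replicates were merged in the maps, and replicate numbers are not kept apart in the columns. For the same reason no replicate was left out in turn, and other splits of the samples were not possible with 1 map per group. Values with no test are called unmoved here when they stayed within the 95% counting interval, which is narrow at this depth, so most settings moved most values. Counts are called unmoved within 1.5 times.

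Decay slopes from 100 kb to 1 Mb were -1.03 in wild-type forelimb, -1.06 in forebrain, -1.04 in midhindbrain boundary and -1.002 in stop-cassette forelimb. From raw counts they were -0.943, -0.958, -0.950 and -0.927 in the same order. The stop-cassette slope was the shallowest and the forebrain slope the steepest in both settings.

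Similarities are given in the order wild-type forelimb with forebrain, with midhindbrain boundary and with stop-cassette forelimb, then forebrain with midhindbrain boundary, and stop-cassette with forebrain and with midhindbrain boundary. From raw counts they were 0.952, 0.948, 0.935, 0.955, 0.912 and 0.911. At 20 kb bins they were 0.959, 0.953, 0.943, 0.963, 0.909 and 0.913. Averaged over 3 by 3 bin pairs they were 0.971, 0.964, 0.959, 0.973, 0.924 and 0.927. Thinned to the depth of the shallowest map they were 0.890, 0.885, 0.868, 0.900, 0.840 and 0.844. Corrected for counting noise, a setting added after seeing the data, they were 0.976, 0.968, 0.968, 0.983, 0.935 and 0.937. From 30 kb to 500 kb, 4 moved: 0.919 for forelimb with forebrain, 0.895 for the forelimb maps, 0.929 for the brain maps and 0.864 for stop-cassette with forebrain. From 100 kb to 1 Mb, 1 moved, stop-cassette with forebrain at 0.845. In each of these settings where all 6 moved, the brain maps were the most alike pair and both pairs of stop-cassette with brain the least alike.

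Median viewpoint correlations, in the order stop-cassette against wild-type forelimb, forelimb against forebrain, forelimb against midhindbrain boundary, and midhindbrain boundary against forebrain, were 0.859, 0.912, 0.902 and 0.919 from raw counts. At 20 kb bins they were 0.908, 0.946, 0.942 and 0.955, and after thinning 0.777, 0.822, 0.817 and 0.835. The forelimb comparison was the lowest in all 3 settings.

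The counts of differential bin pairs are given in the same order, with the main counts 10, 7, 22 and 4. With the distance stratum alone in the expected share they were 91, 18, 36 and 10. With library totals alone they were 113 in the forelimb comparison, 19 in forelimb against forebrain and 14 in midhindbrain boundary against forebrain. The split of higher against lower calls shifted in forelimb against forebrain from 5 and 2 to 8 and 10 with distance alone and to 9 and 10 with library totals. In midhindbrain boundary against forebrain it shifted from 3 and 1 to 5 and 5, and to 6 and 8. Without a fold minimum 28, 122, 221 and 66 bin pairs were called, of which 19, 42, 86 and 20 were higher. With the variance inflated by the observed dispersion, 0, 0, 0 and 0 were called, while 1759, 1762, 1814 and 1704 had an unadjusted p under 0.05. The factor takes in any extended differences between the maps, so the loss of all calls does not show that they were errors. Thinned maps gave 4, 6, 17 and 2 calls, of which 4, 1, 8 and 1 were among the main calls. At 20 kb bins, forelimb against midhindbrain boundary and midhindbrain boundary against forebrain each gave 1 call. A minimum of 50 counts and no count minimum left all 4 counts within 1.5 times, and 9, 5, 20 and 4 of the main calls were shared with the 50-count setting. KR factors differ between maps, so leaving them out may turn differences in the coverage of whole bins into calls, which was not tested apart.

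With a 100 kb square 14 boundaries were found in wild-type forelimb, 12 in forebrain, 13 in midhindbrain boundary and 12 in stop-cassette forelimb. Of these, 12 were shared between the forelimb maps, 12 between forelimb and forebrain, 13 between forelimb and midhindbrain boundary, and 11 between the brain maps. Under the other 5 settings no count of boundaries or shared boundaries moved by over 1.5 times.

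The median difference in the inside share of domains was lower in stop-cassette than in wild-type forelimb under the 3 alternatives, at -1.83 points with KR values and -1.80 with boundaries from the 300 kb square. For forelimb against forebrain it reversed to -0.31 with KR values and to -0.014 with boundaries from the 300 kb square. For forelimb against midhindbrain boundary the median fell from 0.37 to -0.024 with KR values and rose to 0.69 at 100 kb or more. For midhindbrain boundary against forebrain it moved to -0.41 at 100 kb or more. The cause of these shifts was not tested.

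Both the fold minimum and depth limit the bin pair results near 2-fold. In the simulated forelimb comparison, which held counting error alone, 93% of 4-fold changes but 32.5% of 2-fold changes were recovered. On the adjusted p alone 51.5% of 2-fold changes were recovered, and 94.3% of those at bin pairs with at least 200 counts, where the fold minimum left 45.7%.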

Other observations

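All patterns and tests in this part were chosen after the maps had been analysed. For the simulations and the removal of contrast in the next paragraph, what each explanation predicts was written before the test was run, and for all others only after its result was seen.

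Differences between forelimb and brain were shared by 2 pairs of maps that have no library in common. Contacts were summed into 100 kb blocks, scaled within distance, and compared over 365 block pairs up to 1 Mb apart. The log2 ratio of wild-type forelimb over forebrain correlated with that of stop-cassette forelimb over midhindbrain boundary at r = 0.670 (Spearman's rho 0.621), and 72.9% of block pairs had the same sign. In smaller blocks the correlation was weaker, at 0.616 for 50 kb and 0.385 for 20 kb. With the brain maps exchanged, r was 0.543. The ratio of stop-cassette over wild-type forelimb against midhindbrain boundary over forebrain, which crosses no limb-brain contrast, gave 0.084. Block pairs are not independent, and no p-value is given. Counting noise is argued against: the highest r in 100 simulations of maps without differences was 0.145. A preparation effect of the wild-type forelimb libraries alone is argued against by the r of 0.670, since the ratio of stop-cassette forelimb over midhindbrain boundary holds none of them. The 6 brain libraries have consecutive numbers and both forelimb groups lie outside that run, so tissue and preparation of the brain libraries cannot be told apart here. A general difference in contrast, with blurrier maps from one tissue, is argued against as the whole cause because r was 0.677 after the mean contact of the 4 maps was regressed out. This test was less clear in the other pairings: with the brain maps exchanged r fell to 0.465, and in the control it rose to 0.232. The highest simulated r of the control, 0.162, was for r without this regression, so it sets no limit for the 0.232. Some of the shared signal may therefore not be a limb-brain difference. A folding pattern specific to limb or brain is a hypothesis that stays open, as untested as the preparation of the brain libraries. Other differences between limb and brain samples, such as tissue amount or dissociation, stay open and were not tested. The ratio with the stop-cassette map had the larger spread, with an SD of 0.25 on the log2 scale against 0.12 for wild-type forelimb over forebrain.

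The few calls at single bin pairs do not mean that the maps differ by counting error alone. From 100 kb to 1 Mb, the dispersion between stop-cassette and wild-type forelimb rose from 1.49 at 10 kb bins to 2.87 at 20 kb, 11.4 at 50 kb and 36.0 at 100 kb. Independent extra variance of single bin pairs, such as duplicate reads, would leave the dispersion level as bins are joined, so the value of 36.0 argues against it as the whole cause. The differences were small and extended: at 100 kb the SD of the log2 ratio was 0.17 between the forelimb maps, 0.12 and 0.14 between wild-type forelimb and the brain maps, and 0.10 between the brain maps, where simulated maps without differences gave 0.030 to 0.032. Replicate libraries of one tissue could differ in the same extended way, and with merged maps this stays open.

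The low similarity of the stop-cassette map has parts that behave differently. Its correlation with wild-type forelimb was 0.026 below that of midhindbrain boundary with wild-type forelimb as measured, and 0.00059 below after correction for counting noise. Whether counting noise accounts for that gap stays open, since a gap remained in settings with less of it. At 20 kb bins the values were 0.943 against 0.953, and over 3 by 3 bin pairs 0.959 against 0.964. At 100 kb the SD of the log2 ratio was 0.17 between the forelimb maps against 0.14 between wild-type forelimb and midhindbrain boundary. Forebrain with wild-type forelimb, at 0.976 corrected, stayed above the 0.968 of the forelimb maps, so the correction closed the gap to midhindbrain boundary alone. The low correlation of the stop-cassette map with the brain maps is not accounted for by counting noise, since the higher corrected value was 0.937. For wild-type forelimb with the same maps it was 0.968 and 0.976. The merging of 2 rather than 3 libraries and the mutation stay open for this part and were not tested.

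The excess of contacts above 1 Mb in the stop-cassette map was uneven along the region. Between bins before and after the domain 121360001-121910000, across it, contacts were higher than in wild-type forelimb by 0.41 on the log2 scale (counting SD 0.0038), but contacts with a bin inside that domain were higher by only 0.12 (counting SD 0.0054). At matched distances from 1010 to 2500 kb the values were 0.41 and 0.14. Wild-type forelimb over midhindbrain boundary gave 0.24 and 0.072 at the same distances, and forelimb over forebrain 0.038 and -0.018. Uniform random ligation, equal for all bin pairs, as the cause of the excess is argued against by its fall to 0.087 contacts per 1000000 above 3510 kb. Random ligation in proportion to bin coverage was not tested. The unevenness along the region was given no test of its own, since log2 ratios depend on the contacts present to begin with. The domain was singled out after its values were seen.

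Contacts at the corners of the domains, where neighbouring boundaries meet, ranged from above to below the distance average. In 3 by 3 bin pairs between 122470001 and 123080001 the KR signal was 7.23 times the distance average in wild-type forelimb (counting SD 0.11), 7.04 in forebrain (0.11), 6.41 in midhindbrain boundary (0.10) and 6.10 in stop-cassette forelimb (0.12). Between 123080001 and 123470001 it was 0.54 in wild-type forelimb, 0.44 in forebrain, 0.51 in midhindbrain boundary and 0.76 in stop-cassette forelimb. No explanation of these values was tested, and the regions were chosen after seeing the maps.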
